A study of Homo sapiens with 2 samples. Its data were reported in "Integrative analyses of transcriptome sequencing identify novel functional lncRNAs in esophageal squamous cell carcinoma" (2017).

How the data were processed

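Total RNA of KYSE150 cells stably carrying a hairpin against lncRNA625 or a scrambled hairpin was amplified, labelled with biotin and hybridized to the Affymetrix Human Transcriptome Array 2.0, with 1 array per group. A sample label speaks of interference by siRNA where the series and the study's methods speak of a stable hairpin, and the labels and the methods name different RNA extraction kits. The values deposited by the authors are on a log2 scale and were made with RMA per the labels, with no version given. RMA corrects background, normalizes quantiles between arrays and summarises the probes of a row. The deposited values reach 19.93, above the 16 that log2 of a 16-bit scanner allows, and 681 rows have a mean above 16. The step that gave such values is not given in the sources used here. The values are levels and not centred, and differences are knockdown minus control. Differences are therefore given on the deposited scale, and a 1.5-fold limit holds on that scale only.

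The table holds 70523 rows, of which 67528 are transcript clusters. In the platform's gene annotation, 23781 rows have exactly 1 gene symbol, 1543 have several and 42204 transcript clusters are unnamed here. No gene was named from a row with several symbols. Symbols were updated by gene ID to the RefSeq annotation of GRCh38.p14, which matched 21497 rows, and no coordinates were taken from it. The 22465 genes so named were each represented by the row with the highest mean of the 2 arrays, and 479 of them had more than 1 row. Genes were kept where this mean was at or above the median of single-gene rows, 4.97.

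The study's limit of 1.5-fold was applied to the difference of the 2 arrays, with the 2-fold limit of its methods as an alternative. With 1 array per group no test was made. There were 30 gene lists fixed before the data were examined. For each list the median difference was set against 10000 random lists of the same size drawn from 20 bins of mean signal, as a description of these 2 arrays, and the share of random lists below it, with ties counted by their middle, is given as a percentile. Most genes were equal on both arrays, so the mean was added after the data had been seen. Lists of genes that the study names, or that were put together after reading its account, are named as not independent. The genes named in the text are the 13 with the highest and the 13 with the lowest difference, leaving out symbols of small RNAs, which are given as a group, and symbols starting LOC. Further named are the genes of the 3 study lists and, in each list, the 2 to 4 members with the largest absolute difference. The same rule, also fixed before the data were examined, names 1 further gene that is not reported here. Genes named beyond this rule were chosen after their values were seen.

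Alternatives were median centring, a second quantile normalization, removal of a signal-dependent trend by loess with a span of 0.3, the mean over all rows of a gene, no filter, a filter at the 75th percentile, all rows of the table and unmatched random lists. Chosen after seeing the data were the limit asked of both arrays, all single-gene rows, all transcript cluster rows, leaving out rows on alternative haplotypes of the MHC region, and list means, that of the squamous list also without SLPI. The procedure was tested on simulated data made from the control array with 11325 genes. Of genes shifted by 1 on the log2 scale, 100 of 100 raised and 99 of 100 lowered genes were found. The missed gene had more than 1 row, so that another row became its brightest. The simulated knockdown array was a copy of the control array without noise, and the signal limit was lowered by 1. This part therefore checks the steps, and not how reliable a call from 1 array per group is. Of 200 unchanged lists, 8.5% fell below the 5th or above the 95th percentile, and 20 of 20 shifted lists lay above the 95th. For these lists the differences were drawn from a normal distribution without equal values, unlike the data. The 8.5% therefore does not carry over to the percentiles given below. Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9 were used.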

Results

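Gene expression was measured in KYSE150 cells, an established line of human esophageal squamous cell carcinoma, carrying either a short hairpin RNA against the long non-coding RNA lncRNA625 or a scrambled hairpin (shscramble). Each group held 1 Human Transcriptome Array 2.0, so there were 2 arrays in all, no replicates, no test and no error on any value, and the number of arrays limits the precision. The median over all 70523 rows was 4.34 on the control array and 4.35 on the knockdown array, on the deposited log2 scale. Of the genes measured by a row of their own, 11323 reached the signal limit of 4.97.

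The comparison asks which genes differ when lncRNA625 is knocked down. No row was tied to lncRNA625 here, so its own signal was not analysed here and the knockdown label was not checked. SLPI, C3 and genes of the interferon response were higher on the knockdown array, while HSPH1, HSPA1A and other heat shock genes were lower. Over all genes past the limit, 126 were higher and 54 were lower on the knockdown array by more than 1.5-fold. At the 2-fold limit the counts were 33 and 11, and with the filter at the 75th percentile of signal 76 and 47. Smaller differences were found in both directions, giving 1339 genes higher and 1374 lower in all. The other 8610 genes, 76.0% of those past the limit, had exactly equal values on both arrays, so a difference of 0 cannot be read as a measured equality.

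**Figure D1:**
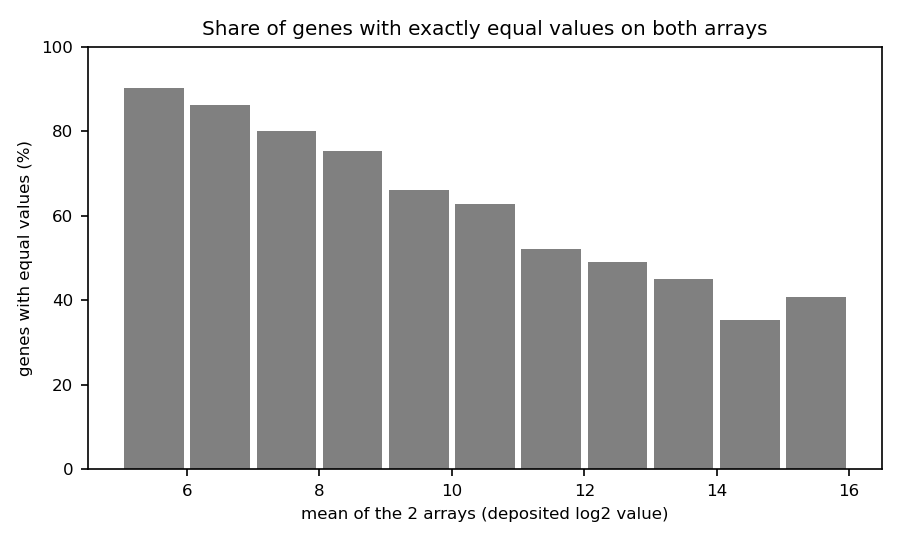
Share of genes past the signal limit whose deposited values were exactly equal on the control and the knockdown array, as bars by mean log2 value of the 2 arrays. The share was 90.3% at mean values of 5 to 6 and 35.3% at 14 to 15.

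SLPI, a secreted inhibitor of serine proteases, had the highest difference, with 6.40 on the control array and 11.26 on the knockdown array, a log2 difference of 4.86. C3, the central component of complement, followed with 3.91. The interferon-stimulated genes RSAD2, OASL, IFI44, IFI6 and GBP1 differed by 2.22, 1.96, 1.91, 1.66 and 1.52. The control value of RSAD2, 4.60, lay below the signal limit, so the size of its difference and its rank are uncertain. The same holds for C3, MUC16, LRG1 and GBP1, whose control values of 6.003, 5.05, 5.20 and 5.59 lay within the range of the background probe rows, which had a median of 3.34 and reached 6.003. This limit applies to every gene named below with a control value up to 6.003. MUC16, a membrane mucin, differed by 2.19 and LRG1, a secreted glycoprotein, by 1.92. PLXDC2 differed by 1.97 from an already strong control value of 10.87. GNE, an enzyme of sialic acid synthesis, differed by 1.66, the chemokine gene CCL2 by 1.62 and the hypoxia-responsive NDRG1 by 1.60. The control value of CCL2, 4.26, was at the level of dim rows and its knockdown value was 5.88, so the size of its difference and its rank are uncertain too.

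The lowest difference among named genes was that of HSPH1, a cochaperone of the HSP70 family, with 13.73 on the control array and 12.35 on the knockdown array, a log2 difference of -1.38. The heat shock genes HSPA1A, HSPA4L and DNAJA1 differed by -1.23, -1.04 and -0.97, and HSPA1A was measured only by rows on alternative haplotypes of the MHC region. The HSP90 pseudogene HSP90AA4P differed by -1.11, and its sequence is close to that of HSP90AA1. GPN1, IGLJ7, PPIF and ANKRD2 differed by -1.30, -1.29, -1.25 and -1.13. IGLJ7 is the symbol of an immunoglobulin segment and had no RNA class in the annotation, and its control value was 10.87. The leukocyte marker MS4A1 was at 3.50 on both arrays, so what the IGLJ7 row measures is uncertain. RACGAP1, which acts in cytokinesis, differed by -1.13 and EIF2B2, a subunit of a translation initiation factor, by -1.001. CROT, a peroxisomal acyltransferase, and the transcription factor TFCP2L1 each differed by -0.95.

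**Figure D2:**
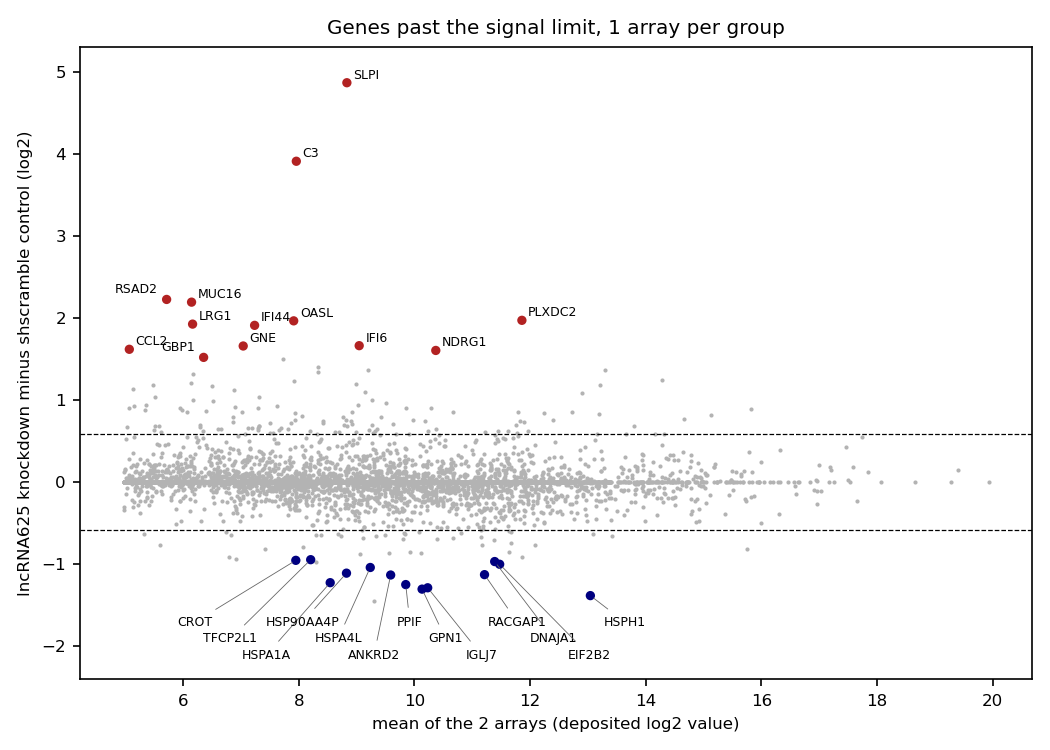
Difference between the lncRNA625 knockdown and the shscramble control array (log2) against the mean of the 2 arrays (deposited log2 value), 1 point per gene past the signal limit. Red points are the 13 highest and blue points the 13 lowest genes, from SLPI at 4.86 to HSPH1 at -1.38, leaving out small RNAs and symbols starting LOC, and dashed lines mark 1.5-fold.

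Of the genes that the study's text names as induced by lncRNA625 or as its targets, 8 were lower and 1 was higher on the knockdown array, each by more than 1.5-fold. CROT, TNC and CCNG1 differed by -0.95, -0.94 and -0.92, and NCOA4, INTS13, NEK6, KCTD12 and H2BC14 by -0.74, -0.71, -0.68, -0.66 and -0.64. TMPRSS4, for which the text gives no direction, was the higher one, with 1.01. The control value of TMPRSS4, 5.67, lay within the range of the background probe rows, so the size of its difference is uncertain. The median of the list was -0.71, and 0 of 10000 matched random lists, whose medians lay mostly at or near 0, reached it. Among the genes named as higher after knockdown, S100A9 and CLDN7 differed by 0.91 and 0.74. ADI1 went the other way, with -0.66, and SAA1 lay only in a row shared by several genes, from which no value was taken. Their median was 0.74, at the percentile 99.96. For these genes the study cites its PCR with siRNA against lncRNA625, while the values here are from 1 array per group with a hairpin. The further genes with primers in the study were SERPINB1 and ALDH3B2, which differed by 0.91 and 0.66, COLGALT1, SWAP70 and HMGCS1, which differed by -0.68, -0.64 and -0.63, and TLN2, which was equal on both arrays. Their median was -0.31. The study took representative genes from these arrays for its PCR. The 3 lists therefore hold mostly genes picked for having changed here, though not TLN2. The percentiles of these lists in part restate that choice, and the lists are not independent evidence. With the filter at the 75th percentile, the median of the genes named as higher was 0.040 and that of the further genes -0.63.

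Many, but not all, genes of the type I interferon response were higher on the knockdown array. Of 27 past the limit, 21 were higher, 12 of them by more than 1.5-fold, 6 were equal and 0 were lower. USP18, IRF1 and IFIT5 were among the equal ones. Of 39 genes with a row of their own, the rest stayed below the limit. Among these, ISG15, MX1 and IFI27 were equal on both arrays, at 3.91, 4.82 and 3.90, while IFI44L and OAS2 were higher by 0.014 and 0.013. RSAD2, OASL, IFI44 and IFI6 led the list. The list median was 0.43, and 0 of 10000 matched random lists reached it. Since most genes were equal, the medians of random lists lay at or near 0 for every list of this paragraph. Passing them therefore shows that most members past the limit were higher, and not that a median is large. Genes of MHC class I antigen presentation went the same way, with 12 of 16 higher, 5 of them by more than 1.5-fold, and 0 lower. B2M, the light chain of MHC class I, differed by 1.08, the proteasome activator PSME1 by 0.86, HLA-E by 0.73 and ERAP2 by 0.68, and the median was 0.39. Of the NF-kappaB and inflammatory cytokine genes, 10 of 16 were higher, 6 of them by more than 1.5-fold, and 0 were lower. CCL2, TNFAIP2, ICAM1 and CCL5 differed by 1.62, 1.36, 1.10 and 0.93, and the median was 0.34. No matched random list reached the MHC or the NF-kappaB median either. These 3 lists were put together after reading the study's account and are not independent evidence, and the HLA and IFITM genes have close relatives with which they can share probes. The filter is on the mean of both arrays, so a high knockdown value can bring a gene in. RSAD2, IFIT1, HERC5 and SAMD9L of the interferon genes and CCL2 and CCL5 of the NF-kappaB genes were below the limit on the control array. With the limit asked of both arrays, a setting chosen after seeing the data that leaves out such genes by its construction, 17 of 23 interferon genes were higher, 8 of them by more than 1.5-fold, with a median of 0.30, and 8 of 14 NF-kappaB genes, 4 of them by more than 1.5-fold, with a median of 0.19. No matched random list reached either median. The medians also depended on how strict the filter was, with 0.072 for the interferon and 0 for the NF-kappaB genes without it, and 0.64 for the MHC class I and 0.65 for the NF-kappaB genes at the 75th percentile.

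Heat shock proteins and cochaperones were lower on the knockdown array. Of 22 past the limit, 16 were lower, 8 of them by more than 1.5-fold, 5 were equal and 1 was higher. HSPH1, HSPA1A, HSPA4L and DNAJA1 led the list, and the strongly expressed HSP90AA1 differed by -0.82. The median was -0.33, and 0 of 10000 matched random lists reached it. The medians of these random lists lay at or near 0. This therefore shows that most of the 22 genes were lower, and not that the median is large. Ribosome biogenesis and polyamine genes were also lower in 12 of 19 cases, 3 of them by more than 1.5-fold. NOLC1, a nucleolar chaperone, and ODC1, the first enzyme of polyamine synthesis, each differed by -0.77, SRM by -0.65 and WDR43 by -0.50. SAT1, a catabolic enzyme of polyamines, was the 1 gene that was higher, with 0.48. The median was -0.058, at the percentile 0.020 of random lists whose medians lay mostly at or near 0. Neither list is independent of the study's account. The heat shock median was -0.21 without the filter, and also without rows on alternative haplotypes, a setting chosen after seeing the data that leaves out HSPA1A, while the ribosome biogenesis median was -0.13 with the filter at the 75th percentile.

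Of the squamous differentiation genes past the limit, 9 of 23 were higher, 6 of them by more than 1.5-fold, 13 were equal and 1 was lower. After SLPI, FLG differed by 1.21, SERPINB4 by 1.03 and SERPINB3 by 0.68, the last 2 being close relatives that can share probes. The control values of FLG, SERPINB4 and SERPINB3, at most 5.53, lay within the range of the background probe rows. The sizes of their differences and their ranks are therefore uncertain. The median was 0. The mean of 0.39 lay above 100% of matched random lists, and without SLPI, a setting chosen after seeing the data, it was 0.19, at the percentile 99.6. Both means include FLG, SERPINB4 and SERPINB3, so the mean without SLPI and its percentile rest in part on uncertain differences. Basal keratinocyte genes were mixed, with 3 higher, 5 equal and 3 lower of 11, among them SOX2 with 0.53, KRT5 with -0.39 and CDH3 with 0.33. The epithelial junction list held 6 higher, 16 equal and 7 lower genes of 29, led by PRSS8 with 0.87, CDH1 with 0.58 and TJP3 with 0.51. The control value of PRSS8, 5.55, also lay within the range of the background probe rows, so the size of its difference and its rank are uncertain. In the mesenchymal and invasion list, 6 of 20 genes were higher, 11 equal and 3 lower, and 0 differed by more than 1.5-fold. Its members with the strongest differences were PLAU with 0.57, LOXL2 with 0.25 and CD44 with -0.24. The medians of these lists were 0, and all but the basal list were put together after reading the study's account and are not independent evidence.

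Most cell cycle genes were equal on both arrays, and the cell cycle genes that differed were mostly lower. Of all genes past the limit 76.0% were equal, and 52.1% of those with mean values of 11 to 12. The equal values therefore cannot be read as an unchanged cell cycle. Of 29 genes of G1/S and DNA replication, 12 were lower, 1 of them by more than 1.5-fold, 17 equal and 0 higher. CDC25A, a phosphatase that drives entry into S phase, differed by -0.82, UHRF1 by -0.58 and MCM10 by -0.40. Of 39 genes of G2/M and mitosis, 15 were lower, 2 of them by more than 1.5-fold, 21 equal and 3 higher, with RACGAP1 at -1.13, ZWILCH at -0.61, CCNA2 at -0.46 and CDC20 at -0.45. Both medians were 0, while the means of -0.10 and -0.098 lay at the percentiles 0.380 and 0.140 of matched random lists. The G2/M list is not independent of the study's account.

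Hypoxia and glycolysis genes were higher in 12 of 24 cases and lower in 2, with 4 higher by more than 1.5-fold. NDRG1 led the list, DDIT4 differed by 0.85, ERO1A by 0.83 and P4HA1 by 0.64. The median was 0.050, and it was 0 without the filter and 0.40 with the filter at the 75th percentile. Of matched random lists, 0 of 10000 reached 0.050, but their medians lay at or near 0 since most genes were equal. Passing them does not make so small a median large. Of 8 TGF-beta genes, 3 were higher, 2 of them by more than 1.5-fold, and 5 equal, with ID1 at 0.91 and TGFB2 at 0.84. The mean of the TGF-beta list, 0.23, lay at the percentile 99.4 of matched random lists. Of 22 cholesterol and fatty acid synthesis genes, 3 were higher and 7 lower, led by TM7SF2 with 0.48 and IDI1 with -0.23. These 3 lists are not independent of the study's account. Of 24 ER stress genes, 7 were higher and 3 lower, led by ASNS with 0.50 and HERPUD1 with 0.36. Of 18 p53 targets, 3 were higher and 2 lower, led by GDF15 with 0.45 and AEN with -0.14. The control values of GDF15 and AEN, 5.46 and 5.90, lay within the range of the background probe rows, so these differences are uncertain. Of 11 NRF2 targets, 1 was higher and 3 were lower, led by GCLM and GCLC with -0.22 and -0.18. Of 15 immediate early and YAP targets, 4 were higher and 4 lower, led by JUNB with 0.58 and IER2 with 0.29. The medians of the last 6 lists were 0.

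**Figure D3:**
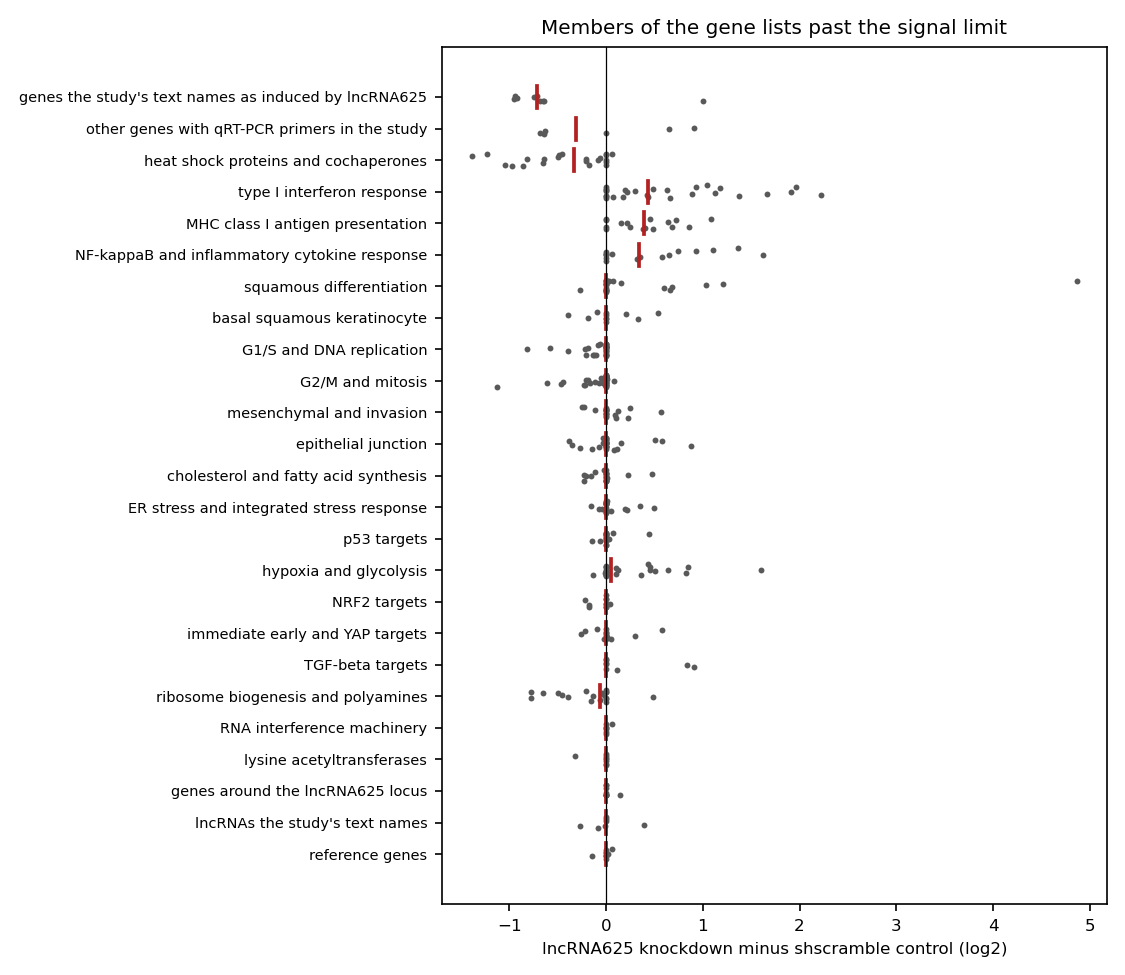
Difference between the lncRNA625 knockdown and the shscramble control array (log2) for the members of each gene list past the signal limit, for lists of at least 5 such genes, with 1 point per gene and a red bar at the list median. The interferon list has its median at 0.43 and the heat shock list at -0.33, and most other medians are 0.

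Small RNAs were higher more often than lower. Of 769 past the limit, 198 were higher, 41 lower and 530 equal, and 16 were higher by more than 1.5-fold against 1 lower. Among the 157 small nucleolar RNAs, 68 were higher and 9 lower. Members of the same family, such as the SNORD116 RNAs, are counted singly here although they can share probes. Protein-coding genes were lower more often, with 972 higher and 1236 lower of 9521, but by more than 1.5-fold 98 were higher and 48 lower. Of 290 long non-coding RNAs, 40 were higher, 19 lower and 231 equal. Of 7 that the study's text names, 1 was higher, 3 were equal and 3 lower, with MALAT1 at 0.40 and BCYRN1 at -0.27. Of the RNA interference genes, DICER1 was higher by 0.067 and the other 6 were equal. Among 8 lysine acetyltransferases, KAT2B differed by -0.32 and the other 7 were equal. Of 9 genes around the lncRNA625 locus, VPS13C was higher by 0.14 and the other 8 were equal. Of 10 reference genes, 7 were equal, ACTB and GAPDH among them, while POLR2A differed by -0.14 and GUSB by 0.064. The medians of these gene lists were 0.

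Markers of other cell types stayed at the level of dim rows. Of 37 fibroblast, endothelial, leukocyte and columnar epithelium markers with a row of their own, 36 were equal on both arrays and below the signal limit, among them COL1A1 at 4.41, PTPRC at 3.69 and VIL1 at 3.74. The exception was CD68, a lysosomal protein of macrophages that other cells also make, with 11.13 on the control array and 11.75 on the knockdown array, a difference of 0.62.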

Values the study reported

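The study reported that knockdown of lncRNA625 in KYSE150 cells affected 202 genes on these arrays, 141 of them higher and 61 lower.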

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

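Every test in this part was chosen after the values it weighs had been seen, except that of a signal-dependent trend in the interferon genes and that of the host genes. Rows that the comparisons did not use also differed between the arrays. Among the 42204 transcript clusters unnamed here, 328 were higher on the knockdown array by more than 1.5-fold and 114 lower, with differences from -2.29 to 4.75. Among rows with several gene symbols, 9 were higher by more than 1.5-fold and 8 lower. Among the 1343 numbered control rows, 174 were higher and 264 lower by more than 1.5-fold, with differences from -5.17 to 5.13. Only 54 of the 1343 were equal. The SD of the differences was 0.85 over the numbered control rows, against 0.13 over the transcript clusters.

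Of genes past the signal limit, 76.0% had exactly equal values on both arrays. A detection floor as the whole cause is argued against by the genes with a mean of at least 10, of which 53.9% were equal. A candidate explanation is that the summary step of the authors' processing returns small differences as 0, since at mean values of 10 to 12 only 16.4% of exon-level rows were equal, against 53.3% of transcript cluster rows. The 2 classes also differ in what they measure, and no biological explanation was tested.

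Interferon, MHC class I and NF-kappaB genes were higher together on the knockdown array. Fibroblasts, endothelial cells, leukocytes and columnar epithelium in the culture are argued against as the cause. Only 2.70% of their markers were higher by more than 1.5-fold, and abundant transcripts such as COL1A1 and LYZ stayed at 4.41 and 4.21 on the knockdown array. These markers do not cover other cells, such as another squamous line, so the test cannot decide on those. The interferon median was 0.44 with a signal-dependent trend removed, so the trend fitted here does not account for it. That trend was fitted to all single-gene rows, and 19091 of 22465 genes were equal, which holds it near 0. The test therefore cannot decide on a trend among unequal values. An effect of the vector, the hairpin or the culture cannot be told apart from one of losing lncRNA625, since each group holds 1 array of 1 hairpin. Both may apply, and the loss of lncRNA625 stays open and untested.

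Small RNAs were higher on the knockdown array more often than lower. A trend shared by all genes of like signal is argued against, since 48.4% of protein-coding genes with unequal values were higher when weighted to the small RNAs' signal. A different recovery of short RNAs from the 2 cultures cannot be told apart from other causes, since small RNAs other than snoRNAs were higher in 80.2% of unequal cases but long non-coding RNAs were too, in 67.8%. A higher level of the snoRNAs' host transcripts cannot be told apart either, since only 14.3% of the host genes had a value of their own past the limit, under a minimum of 80% set after this was seen, and only 1 of these was unequal. A response to the loss of lncRNA625 stays open and untested.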

How the results depend on the processing

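No paired analysis was possible because each group holds 1 array. Chosen after seeing the data were the limit asked of both arrays, list means, that of the squamous list without SLPI, all transcript cluster rows, all single-gene rows and leaving out alternative haplotypes. Median centring moved nothing, since the median difference was already 0. The second quantile normalization and trend removal moved the differences of the 43 named genes by at most 0.048. The mean over rows and leaving out alternative haplotypes say little of these genes, since HSPA1A alone has more than 1 row, all on alternative haplotypes, and gave no value without them. The counts of 126 higher and 54 lower genes became 33 and 11 at the 2-fold limit, by its construction. Counting all rows of the table gave 673 and 505, all transcript cluster rows 493 and 181, and the 75th percentile filter 76 higher and 47 lower genes. The second quantile normalization shared 123 of the higher and 51 of the lower genes, and trend removal 124 and 52. Dim signal and equal values limit what the small differences show.

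List medians that moved by more than the spread of matched random lists, which is near 0 where most genes were equal, are given here, and the cause was not tested. With the second quantile normalization they were study-induced -0.70, heat shock -0.32, interferon 0.44, MHC class I 0.39, NF-kappaB 0.31, squamous -0.0075, basal -0.0065, G1/S -0.020, G2/M 0.0050, mesenchymal -0.012, junction 0.0061, cholesterol -0.018, ER stress -0.0046, p53 -0.019, hypoxia 0.074, NRF2 0.0082, immediate early -0.015, ribosome biogenesis -0.044, RNA interference -0.013, acetyltransferase -0.025, locus -0.012, lncRNA -0.016 and reference 0.026. With the trend removed they were study-induced -0.70, interferon 0.44, MHC class I 0.39, NF-kappaB 0.32, squamous -0.0074, basal -0.010, G1/S -0.012, G2/M 0.00044, mesenchymal -0.0027, junction 0.0027, cholesterol -0.012, ER stress -0.0058, p53 -0.016, hypoxia 0.050, immediate early -0.014, TGF-beta -0.0093, ribosome biogenesis -0.049, acetyltransferase -0.013, locus -0.0083 and lncRNA -0.014. With the 75th percentile filter they were study-repressed 0.040, other primers -0.63, heat shock -0.48, interferon 0.43, MHC class I 0.64, NF-kappaB 0.65, squamous 0.052, p53 0.017, hypoxia 0.40, immediate early -0.0078, TGF-beta 0.11 and ribosome biogenesis -0.13. With the limit asked of both arrays, which left out 19 genes, they were interferon 0.30 and NF-kappaB 0.19. With no filter they were heat shock -0.21, interferon 0.072, NF-kappaB 0, hypoxia 0 and leukocyte 0. With the mean over rows the MHC class I median was 0.35, and without alternative haplotypes the values were heat shock -0.21 and MHC class I 0.33. List means were study-induced -0.58, study-repressed 0.33, other primers -0.063, heat shock -0.44, interferon 0.66, MHC class I 0.40, NF-kappaB 0.48, squamous 0.39, basal 0.037, G1/S -0.10, G2/M -0.10, mesenchymal 0.039, junction 0.036, cholesterol -0.012, ER stress 0.045, p53 0.019, hypoxia 0.26, NRF2 -0.049, immediate early 0.023, TGF-beta 0.23, ribosome biogenesis -0.19, RNA interference 0.0095, acetyltransferase -0.040 and locus 0.016, and the squamous mean was 0.19 without SLPI. No median other than 0 turned to the opposite sign under these settings. Unmatched random lists moved the percentile of 4 of 27 lists.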

Other observations

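The gene groups of this part were put together after the values had been seen, and no test was made of them. Of 8 complement genes past the limit, CFI, a protease that inactivates C3b, and C1R were, besides C3, the ones higher on the knockdown array by more than 1.5-fold, at 1.40 and 0.90. The control value of C1R, 5.50, lay within the range of the background probe rows, so the size of its difference is uncertain. CD46 differed by 0.21, C1S by 0.092 and CLU by -0.21, while CD55 and CFD were equal. Genes of serine, cysteine and asparagine synthesis differed by more than 1.5-fold in 2 of 10 cases, CTH at 0.995 and PSAT1 at 0.81. Of the others, ASNS differed by 0.50, MTHFD2 by 0.39, PHGDH by 0.25 and PYCR1 by 0.097, and 4 were equal, PSPH and SHMT2 among them.

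Of 9 genes of double-stranded RNA sensing, 3 were higher by more than 1.5-fold, DDX60 at 1.49, TLR3 at 1.34 and IFIH1 at 0.63. OAS1 differed by 0.22, ZNFX1 by 0.19 and OAS3 by 0.0043, and IFIH1, OAS1 and OAS3 are also in the interferon list, while ADAR, EIF2AK2 and MAVS were equal on both arrays. Among guanylate-binding and APOL proteins, 3 of 5 were higher by more than 1.5-fold, GBP1 and APOL6 by 1.52 and 1.24 and GBP3 by 0.86, while APOL1 differed by 0.33 and APOL2 was equal. Single small RNAs with strong differences were SNORA23 with 1.24 and MIR221 with 1.12. SNORD116-24, SNORD116-14, SNORD116-17 and SNORD116-15 were also among the highest, at 0.99, 0.88, 0.84 and 0.75. These SNORD116 RNAs belong to the same family and can share probes, so they are not separate observations.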
